A study of Mus musculus with 6 samples.

How the data were processed

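The libraries came from ETX-embryos, embryo-like structures that assemble in culture from mouse embryonic, trophoblast and extraembryonic endoderm (XEN) stem cells. Per the labels' protocols, the structures were made with a line in which a T/Brachyury promoter drives GFP, the trophoblast stem cell part was cut away, and the embryonic stem cell part was divided lengthwise into 2 pieces. The piece with GFP was called the prospective posterior domain and the piece without it the prospective anterior domain. Because T chose the pieces, a difference in T between them is no finding. Genes expressed together with T could differ for the same reason. Each piece gave 1 Smart-seq2 library with 18 cycles of preamplification, sequenced on a HiSeq 2500, per the labels' protocols. The series has 6 libraries, an anterior and a posterior one from each of 3 individual ETX-embryos called A, B and C, and both pieces of an embryo carry its letter.

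Reads were mapped to the mouse genome, Ensembl version 38.77, and counted with HTSeq-count, per the labels' protocols. The submitters' processing notes name TopHat2 2.0.4, Cufflinks 2.0.2 and build mm10. Which of these tools gave the deposited values, and what further normalization they received, is not given in the sources used here. The authors deposited 1 table of 12826 genes by 6 libraries, and its values are log2(FPKM + 1), where FPKM is fragments per kilobase of transcript, scaled to the number of mapped fragments. The scale was read from the values: for entries above 3, raising 2 to the value and subtracting 1 gave a number of at most 6 significant digits in 99.1% to 99.5% of cases per library, against at most 0.84% for a natural logarithm. Every gene in the deposited table exceeds 1 FPKM in at least 1 library (lowest maximum 1.003). The test planned before the data were examined assumed FPKM, and log2(FPKM + 1) is the scale it needed, so the deposited log2 values were used unchanged.

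Genes with a mean of at least 1 FPKM over the 6 libraries were kept, which left 10914. The posterior minus anterior difference was fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with the embryo as a block and a mean-variance trend, two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The fit has 2 residual degrees of freedom and 7.5 prior degrees of freedom. The embryo was kept as a block since both pieces come from the same individual. The deviations of paired pieces from their group means correlated at -0.07 in embryo A, 0.04 in embryo B and -0.03 in embryo C, so the pairing rests on the dissection and is not visible in the values. Differences among embryos were tested with limma's F test in the same fit. A difference is on the log2(FPKM + 1) scale, which understates the change of genes at low levels.

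Fixed before the data were examined were 28 gene lists covering axis, germ layer, signalling, pluripotency and housekeeping genes and the other cell types a piece could hold. Of these, 25 had at least 5 members in the fit. They were tested with limma's camera at a preset correlation between genes of 0.01, then with an estimated correlation and with fry, and p-values were adjusted over the lists. With the correlation estimated, camera has only the residual degrees of freedom of the fit, so a call lost there cannot be put down to correlation between genes alone. The Hox list (2 members in the fit), the mitochondrially encoded list (0) and the 2-cell-like list (0) were not tested. Each list's median was also set against 10000 random lists matched on mean expression. Genes named in the text are 20 core genes fixed in advance, of which 18 were in the fit (Sox1 and Cer1 are not analysed here). To these were added up to 10 genes per direction past the threshold and changed the same way in all 3 embryos, with places up to 8 filled by the smallest unadjusted p where fewer passed. The rule also took up to 4 members with the smallest p from each described list and the 6 genes with the smallest p among embryos. Other genes named were chosen after their values were seen: Pgk1, Ldha, Aldoa, Vegfa, Gata3, Snord35b, Snora81, Mir181b-2 and Mir669a-2.

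The absolute depth is unknown. FPKM of low genes fall on steps of whole reads, and comparing these steps between libraries gave the relative depth. In the 15 pairs of libraries, 19.2% to 44.7% of genes under 1 FPKM lay on such steps (tolerance 0.01 in log2). The median share over other offsets was at most 1.44% in any pair, and single other offsets can lie higher. Of the pairs, 12 fitted one solution within 0.05 in log2, and the other 3 were off by a whole doubling. An exact 0 is reported as listed at 0, since genes of general cell machinery are also at 0. Of 177 genes of the proteasome, RNA polymerase, translation, splicing, respiratory chain and chaperonin machinery, 18 were at 0 in anterior A, 11 in anterior C and 1 to 5 in the others. Not all of these genes need be used by every cell, so the small counts alone show no loss of transcripts. For many genes listed at 0 each library's value is given, and others are named with a range, a difference or the direction only.

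On simulated data with the embryo as a block (10914 genes, 10 sets, 200 changed genes each, drawn from genes with a mean of at least 3 in log2), limma found 1.6% of genes changed by 2 in log2, 37.0% of those changed by 4 and 85.9% of those changed by 6. With no change simulated, limma called 0.1 genes per set on average. A simulated list of 25 genes shifted by 1.5 was found in 10 of 10 sets, and an unchanged one in 0. The shifted lists had estimated correlations of -0.039 to 0.068, against 0.054 to 0.273 in the 8 real lists that passed. These rates therefore do not show how often camera calls unchanged lists with more correlated genes. When the correlation was estimated, the shifted list had an unadjusted p of 0.0185 to 0.12, under 0.05 in 8 of 10 sets, and none of these would pass alone after adjustment over 25 lists.

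Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, no replicate block, quantile normalization, no mean-variance trend, robust moderation and leaving out each embryo. Chosen after seeing the data were fits without anterior A and without posterior C (both with no block), a fit without small RNA genes and joined names, and fits without each embryo with an estimated correlation. The estimated correlation was named with the list test in advance. Deposited names matched a known symbol or synonym for 12556 genes, and 270 did not, mostly names of overlapping genes joined into 1 entry. Gene positions are from GENCODE M21 on GRCm38, the assembly that mm10 names, and were found for 101 of 104 named genes. Of these, 14 overlap another gene on the same strand and 31 one on the opposite strand. Smart-seq2 does not mark the strand, so reads of overlapping genes cannot be told apart. Relative depths and figures were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.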

Results

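RNA was measured in the anterior and posterior domains of 3 individual ETX-embryos, giving 3 anterior and 3 posterior libraries. The number of genes listed above 0 was 9969, 11082 and 9335 in anterior A, B and C, and 12018, 12141 and 10260 in posterior A, B and C. The anterior libraries were also the shallower ones. Set to 1 in anterior A, the relative depth was 1.41 in anterior B, 1.43 in anterior C, 2.20 in posterior A, 2.83 in posterior B and 1.57 in posterior C. Depth and domain therefore run together in this design, and over all tested genes the median posterior minus anterior difference was 0.43 in log2 (0.91 in embryo A, 0.02 in B and 0.17 in C). The libraries are separate pieces of separate individuals, and pairs of libraries correlated across genes at Spearman 0.50 to 0.85. Anterior A stood apart, at 0.50 to 0.61 with each other library. On principal component 1 (33.9% of variance) anterior A lay at -154.8 and the other libraries between -28.7 and 62.5, and on component 2 (27.9%) anterior C lay at -150.9 and the others between 10.1 and 55.9.

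**Figure D1:**
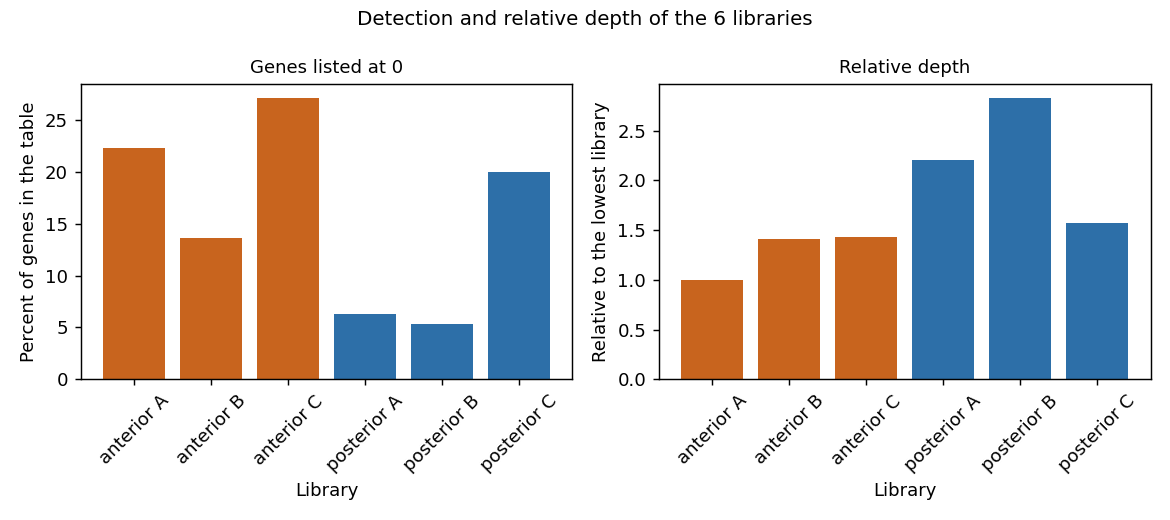
Percent of genes in the table listed at 0 (left) and depth relative to the lowest library (right) for the 3 anterior (orange) and 3 posterior (blue) libraries, 1 bar per library. Anterior C has the largest share at 0 (27.2%) and posterior B the smallest (5.3%), and posterior B has 2.83 times the depth of anterior A.

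T, the mesoderm gene whose reporter was used to tell the domains apart, followed the labels in 2 of 3 embryos. It was listed at 0 in anterior A and B and reached 5.03 FPKM in posterior A and 15.6 FPKM in posterior B. In embryo C it went the other way, at 42.5 FPKM in the library labelled anterior C and listed at 0 in the library labelled posterior C. The mean difference was 0.40 ± 5.11 in log2 (SD over 3 embryos), with an exact two-sided sign-flip permutation p of 1, where 3 pairs allow no p below 0.25. Directions below that include embryo C rest on labels that T does not bear out there.

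The first comparison asks which genes differ between the posterior and the anterior domain. Mixl1, a homeobox gene of the streak, was listed at 0 in all 3 anterior libraries and at 48.8, 126 and 30.4 FPKM in posterior A, B and C. Tdgf1, the Nodal co-receptor Cripto, and Sp5, a Wnt target, were likewise at 0 in the 3 anterior libraries and above 0 in the 3 posterior ones. They are among 112 genes with that pattern, against 5 genes with the opposite one, in a design where the anterior libraries were shallower. Adm, Pfkfb3 and Ier3 were higher in the anterior library of all 3 embryos. No single gene passed the adjusted threshold in either direction with limma (smallest adjusted p 0.211). At an unadjusted p under 0.05 there were 790 genes higher in the posterior and 86 higher in the anterior domain, where chance gives 546 in all. The counts were 348 and 99 without embryo A, 405 and 36 without B, 898 and 140 without C, and 617 and 191 with no block and without anterior A alone. After quantile normalization, which moved the median of all genes to -0.06, the split was 513 to 315, or 62.0% higher in the posterior domain against 90.2%. A gene was higher in the posterior domain in 3 of 3 embryos for 21.5% of genes and higher in the anterior domain for 8.2%, where chance gives 12.5% each. The median standard error of a difference was 0.96 in log2.

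The leading posterior genes by unadjusted p, none past the adjusted threshold, held 2 small nucleolar RNAs, Mixl1 of the streak list, and Tdgf1, Etv5 and Dppa5a of the epiblast and naive lists. Snora17 (chromosome 2, 26639190 to 26639321) and Snord17 (chromosome 2, 144265979 to 144266216, inside Snx5) were at 0 in the 3 anterior libraries and at 5.31 to 9.35 and 5.71 to 7.77 in the posterior ones, in log2(FPKM + 1). Dppa5a (chromosome 9, 78367052 to 78368177), an RNA-binding protein gene of pluripotent cells, was at 1.36, 0 and 6.17 in anterior A, B and C and at 7.28, 6.77 and 10.47 in the posterior libraries. Tdgf1 (chromosome 9, 110939603 to 110946158) lay between 5.49 and 7.39 in the posterior libraries. Mixl1 lies on chromosome 1 (180693043 to 180697034). Etv5 (chromosome 16, 22381309 to 22439719), an ETS factor downstream of FGF signalling, was higher in the posterior library by 5.33 ± 0.92 (SE) in log2. The non-coding RNA Meg3 (chromosome 12, 109541001 to 109571726) was at 0.20, 0 and 0 in the anterior and 8.37, 5.66 and 4.87 in the posterior libraries. A joined entry of Meg3 with 2 microRNAs differed by 5.22 ± 0.94. Limma adjusted p-values of these 8 entries ran from 0.211 to 0.393.

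**Figure D2:**
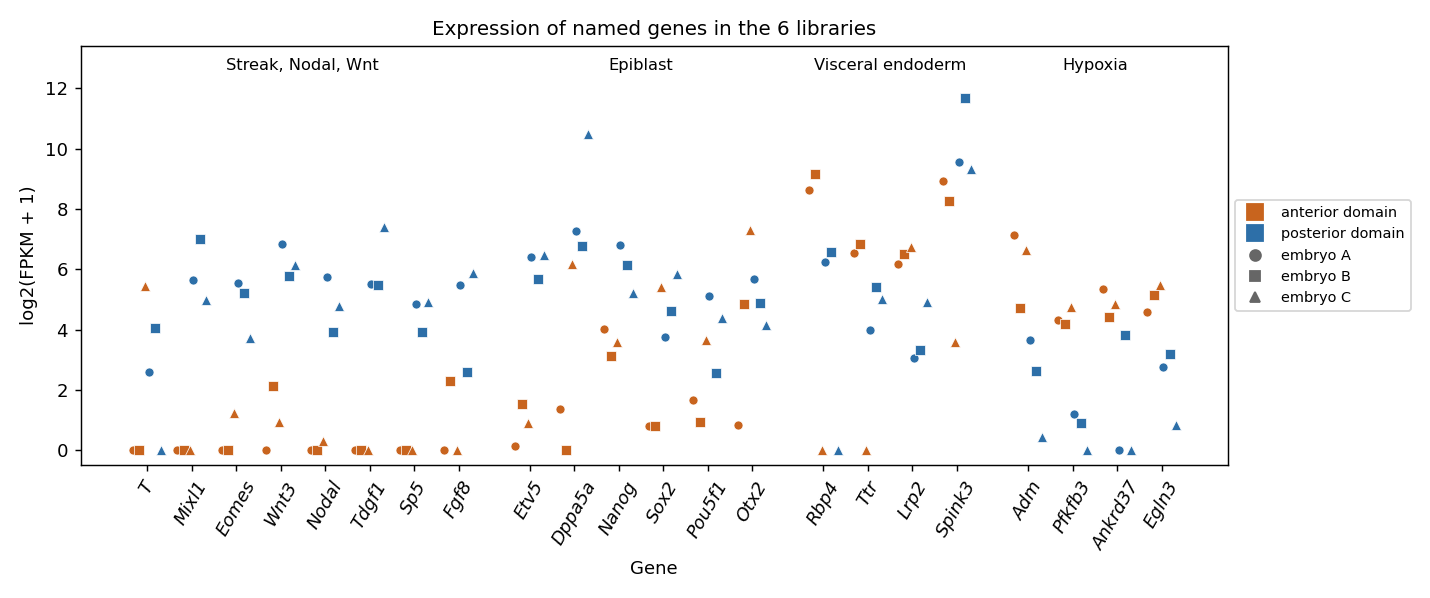
Expression of named genes in log2(FPKM + 1) on the vertical axis, 1 point per library, for the anterior (orange) and posterior (blue) domains of embryos A (circle), B (square) and C (triangle). Mixl1, Tdgf1 and Sp5 are at 0 in the 3 anterior libraries, T is high in anterior C and at 0 in posterior C, and Rbp4 and Ttr are at 0 in anterior C.

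Genes of the primitive streak and nascent mesoderm, the site and first product of gastrulation, were higher as a set in the posterior domain. Of 26 tested members 22 were higher there on average, with a median difference of 2.11 in log2 and list means of 2.68, 1.62 and 1.86 in embryos A, B and C. Of the 26, 11, 17 and 16 were above 0 in anterior A, B and C and 26, 26 and 23 in the posterior libraries. No member passed over all genes, and 8 passed when adjusted over the list alone, all higher in the posterior domain (among them Mixl1, Wnt3, Nodal and Sp5). Wnt3, the ligand that starts the streak, was at 0, 2.13 and 0.92 in anterior A, B and C and at 6.84, 5.76 and 6.15 in the posterior libraries. Nodal was at 0, 0 and 0.32 against 5.73, 3.91 and 4.77. The median lay at percentile 100 of random lists matched on expression. Camera gave the list an adjusted p of 2.47e-05 with the preset correlation, and adjusted p = 0.66 with an estimated correlation. Without T, 20 of the 23 streak members that differed in embryo C were higher in the library labelled posterior C. Since the T reporter chose the pieces, streak genes expressed together with T could be higher in the posterior domain through that choice alone. T is also a member of the streak, Wnt and germ cell lists as tested. Markers of visceral endoderm, an extraembryonic layer, ran against the streak list in embryos A and B. Relative to the median gene of the library they stood at 1.69 and 1.49 in anterior A and B and at 0.15 and 1.16 in posterior A and B. In embryo C they did not run against it (-1.25 in anterior C and 0.86 in posterior C). More endoderm cells in anterior A and B stay open as an explanation there.

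Of the signalling lists, Nodal/Activin, Wnt and FGF/ERK followed the same direction. The BMP list did not (12 of 23 higher in the posterior domain, median 0.03, camera adjusted p 0.176). Among Nodal/Activin genes (16 of 23 higher in the posterior domain, median 0.96), Lefty1, a Nodal inhibitor, was at 0, 0.23 and 0 in anterior A, B and C and at 6.01, 4.47 and 2.65 in the posterior libraries, and Eomes was at 0, 0 and 1.25 against 5.55, 5.20 and 3.72. Among Wnt targets (13 of 18, median 1.15), Axin2, a feedback inhibitor of the pathway, was at 0 in the anterior libraries and at 4.03, 3.56 and 3.31 in the posterior ones, and Fgf8 was at 0, 2.29 and 0 against 5.47, 2.61 and 5.88. Among FGF/ERK genes (20 of 22, median 1.57), Spry4 and Dusp4, both feedback inhibitors, were higher in the posterior library of all 3 embryos. Spry4 was at 0.39, 0 and 0 in anterior A, B and C and at 3.67, 3.19 and 3.14 in the posterior libraries. Dusp4 was at 0, 1.77 and 0.89 against 3.20, 4.58 and 4.22. Adjusted over the list alone, 5 Nodal/Activin members (Tdgf1, Nodal, Eomes, Lefty1 and Lefty2), 3 Wnt members (Wnt3, Sp5 and Axin2) and 2 FGF/ERK members (Etv5 and Spry4) passed as higher in the posterior domain. Ier3, of the FGF/ERK list, passed adjusted over the list alone as higher in the anterior domain. Among matched random lists the medians lay at percentile 94.9 for Nodal/Activin, 97.9 for Wnt and 99.98 for FGF/ERK. Camera adjusted p-values were 0.0188 for Nodal/Activin, 0.0158 for Wnt and 0.00285 for FGF/ERK. With an estimated correlation the adjusted p-values were 0.66, 0.66 and 0.67. The Nodal/Activin and Wnt calls were lost when single embryos were left out: camera adjusted p was 0.077, 0.066 and 0.14 for Nodal/Activin without embryo A, B or C, and 0.077 and 0.15 for Wnt without A or B.

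Pluripotency genes were also higher as sets in the posterior domain. In the general epiblast list, genes of formative and primed pluripotency, 23 of 25 members were higher there (median 1.43, embryo means 2.96, 1.28 and 1.26). In the naive list, genes of the pre-implantation state, 14 of 15 were higher (median 1.83, embryo means 1.5, 1.08 and 3.12). Nanog averaged 3.57 ± 0.44 in the anterior and 6.06 ± 0.80 in the posterior domain (SD, n = 3). Sox2 was at 0.81, 0.80 and 5.43 in anterior A, B and C and at 3.77, 4.63 and 5.84 in the posterior libraries, and Pou5f1 at 1.66, 0.94 and 3.64 against 5.11, 2.56 and 4.37. Dppa4 was listed at 0 in the anterior libraries and at 2.97, 4.64 and 5.26 in the posterior ones, and Zfp42 at 0, 0.38 and 0 against 1.11, 3.55 and 5.55. The primordial germ cell list had 14 of 16 members higher in the posterior domain (median 1.95), among them Tfap2c, a germ cell and trophoblast factor, at 0, 2.13 and 1.14 in anterior A, B and C and at 4.45, 5.09 and 5.73 in the posterior libraries. Elf3, an epithelial factor of the same list, differed by -2.31 ± 0.95. Adjusted over the list alone, 3 general epiblast members (Tdgf1, Etv5 and Dppa4), 1 naive member (Dppa5a) and 1 germ cell member (Tfap2c) passed, all higher in the posterior domain. Among matched random lists the medians lay at percentile 100 for general epiblast, 100 for naive and 99.99 for germ cell genes. Camera adjusted p-values were 7.22e-05 for general epiblast, 1.25e-04 for naive pluripotency and 0.0152 for germ cell genes. With an estimated correlation the adjusted p-values were 0.66, 0.66 and 0.84. The germ cell call was lost without embryo A (camera adjusted p 0.19) and, with no block, without anterior A alone (0.11). Relative to the median gene of the library, the general epiblast list mean stood at -0.07, -0.06 and 1.03 in anterior A, B and C, and markers of visceral endoderm, an extraembryonic layer, stood at 1.69, 1.49 and -1.25 in the same libraries. The 7 lists higher in the posterior domain hold 119 distinct genes in 145 memberships, so they are not independent of each other.

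The list of glycolysis and hypoxia genes was higher as a set in the anterior domain. Adm, a vasodilator peptide gene, was at 7.13, 4.70 and 6.63 in anterior A, B and C and at 3.66, 2.61 and 0.45 in the posterior libraries. Pfkfb3, an activator of glycolysis, was at 4.32, 4.17 and 4.76 against 1.21, 0.92 and 0, and Egln3, an oxygen-sensing hydroxylase, at 4.59, 5.15 and 5.49 against 2.75, 3.20 and 0.84. Ankrd37 was at 5.35, 4.42 and 4.84 against 0, 3.82 and 0. The glycolytic enzyme genes Pgk1, Ldha and Aldoa, named after their values were seen, differed by -0.04 ± 0.61, 0.07 ± 0.55 and -0.15 ± 0.57. Of 31 members 27 were higher in the anterior domain (median difference -0.47, mean -0.88; embryo means -0.43, -0.93 and -1.28), with the median at percentile 0 of matched random lists. By embryo, 16, 26 and 27 of the 31 were higher in the anterior library of A, B and C. No member passed, over all genes or adjusted over the list alone. Camera gave an adjusted p of 5.78e-08, and adjusted p = 0.66 with an estimated correlation.

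Other leading anterior genes by unadjusted p, none past the adjusted threshold, were Ier3, Ccng2, Sclt1, Dlc1, Snai2 and Ulk2. Ier3 (chromosome 17, 35821684 to 35822923), an early response gene, was at 5.51, 5.26 and 4.81 in anterior A, B and C and at 2.17, 0 and 0 in the posterior libraries. Snai2 (chromosome 16, 14705852 to 14709385), a transcription factor of epithelial-mesenchymal transition, was at 5.07, 2.78 and 3.47 against 0 in the 3 posterior libraries. Dlc1 and Sclt1 were higher in the anterior domain, with posterior minus anterior differences of -3.36 ± 0.88 and -2.69 ± 0.69. Ccng2 was at 6.39, 5.57 and 4.84 against 1.83, 3.17 and 0, and Ulk2, an autophagy kinase, differed by -3.84 ± 1.03. Limma adjusted p was 0.520 for each.

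Genes of the anterior epiblast and neural plate did not pass as a list in camera, and the embryos disagreed. Of 26 members 19 were higher in the posterior domain, with a median difference of 1.04, at percentile 97.4 of matched random lists. List means of posterior minus anterior were 1.96 and 1.13 in embryos A and B and -0.60 in embryo C. Otx2, a head and anterior epiblast factor, was at 0.84, 4.86 and 7.29 in anterior A, B and C and at 5.68, 4.89 and 4.15 in the posterior libraries, and Pou3f1 was at 0.16, 1.44 and 3.85 against 4.09, 1.98 and 0.62. Gbx2 was at 0 in the 3 anterior libraries and at 4.25, 3.85 and 4.13 in the posterior ones, while Crabp1 was higher in the anterior library of all 3 embryos (7.69, 5.87 and 0.53 against 2.42, 3.11 and 0). Only Gbx2 passed adjusted over the list alone. Camera adjusted p was 0.520, and it was 0.0083 (higher in the posterior domain) when embryo C was left out. With an estimated correlation adjusted p = 0.99 over all embryos and 0.82 without embryo C.

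Markers of visceral endoderm, the extraembryonic layer that surrounds the epiblast, split the anterior libraries. Rbp4, a retinol carrier, was at 8.63 and 9.16 in anterior A and B, at 6.25 and 6.58 in posterior A and B, and at 0 in both libraries of embryo C. Ttr, a thyroid hormone carrier, was at 6.53, 6.84 and 0 in anterior A, B and C and at 3.98, 5.41 and 5.02 in the posterior libraries. Above the median gene of the library, the list mean stood at 1.69 and 1.49 in anterior A and B, 0.15, 1.16 and 0.86 in the posterior libraries and -1.25 in the library labelled anterior C. Lrp2 was higher in the anterior library of 3 of 3 embryos, and Spink3 and Apom higher in the posterior. Of 29 members 20 were higher in the posterior domain (median difference 0.35, percentile 34.4 of matched random lists), and none passed adjusted over the list alone. Over all embryos camera gave an adjusted p of 0.827 (adjusted p = 0.99 with an estimated correlation). Without embryo C it gave an adjusted p of 6.93e-05, higher in the anterior domain, and adjusted p = 0.82 with an estimated correlation. The list of parietal endoderm and XEN cells, the extraembryonic endoderm stem line, behaved alike, at 2.47 and 1.90 above the median gene in anterior A and B and -0.60 in anterior C, with camera adjusted p = 0.212 (adjusted p = 0.99 with an estimated correlation). Without embryo C it was 1.31e-08, and adjusted p = 0.82 with an estimated correlation. Of its members Col4a1 was at 7.89, 8.12 and 3.64 in the anterior and 4.31, 4.74 and 5.65 in the posterior libraries.

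**Figure D3:**
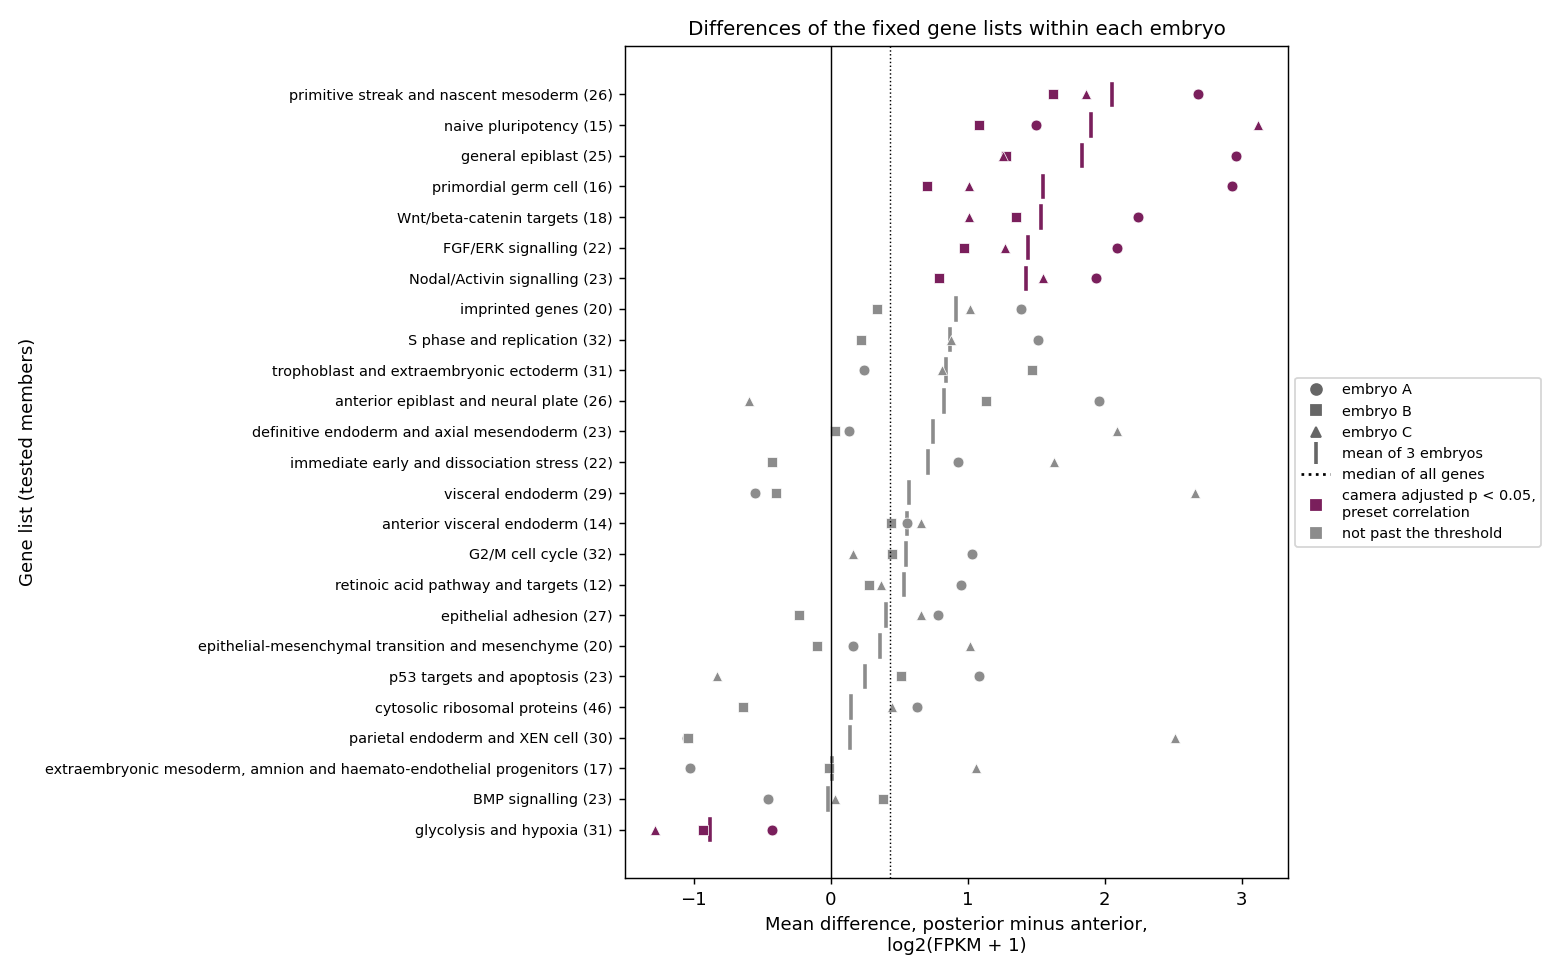
Mean posterior minus anterior difference in log2(FPKM + 1) of each tested gene list (horizontal axis; members in parentheses) in embryos A (circle), B (square) and C (triangle), with the mean of 3 embryos (bar), 0 (solid line) and the median of all genes (0.43, dotted). Purple lists passed camera with the preset correlation, and none passed with an estimated one; visceral endoderm and parietal endoderm stand at -0.55, -0.40 and 2.66 and at -1.05, -1.04 and 2.51 in embryos A, B and C.

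The other lists did not pass in camera. Adjusted p was 0.989 for anterior visceral endoderm, 0.835 for definitive endoderm and axial mesendoderm, 0.532 for trophoblast and extraembryonic ectoderm, 0.347 for extraembryonic mesoderm and amnion, and 0.827 for epithelial-mesenchymal transition. It was 0.741 for epithelial adhesion, 0.176 for BMP signalling, 0.989 for the retinoic acid pathway, 0.532 for immediate early genes, 0.532 for p53 targets, 0.741 for G2/M genes, 0.0889 for S phase genes, 0.520 for cytosolic ribosomal proteins and 0.532 for imprinted genes. The BMP list passed as lower in the posterior domain when embryo B was left out (camera adjusted p 0.012, adjusted p = 0.88 with an estimated correlation), and the trophoblast list as higher when embryo A was (0.018, adjusted p = 0.79 with an estimated correlation). With a mean of at least 5 FPKM 11 lists passed, 3 of them not in the fit of all tested genes: epithelial-mesenchymal transition (0.017) and extraembryonic mesoderm (0.013), both lower in the posterior domain, and S phase (0.045, and also 0.045 after quantile normalization, where 9 lists passed), higher there. Over all tested genes epithelial-mesenchymal transition, extraembryonic mesoderm and S phase had adjusted p = 0.99, 0.97 and 0.86 with an estimated correlation. Camera called the lists of BMP signalling, epithelial adhesion, epithelial-mesenchymal transition, visceral endoderm, parietal endoderm, retinoic acid, p53 targets and ribosomal proteins lower in the posterior domain relative to other genes, none past the threshold, while their medians lay above 0, from 0.03 to 0.56. The mean of the BMP list was -0.01. The extraembryonic mesoderm list had a median of -0.26 and a mean of 0. Among matched random lists the medians of these 14 other lists lay between percentile 5.7 (extraembryonic mesoderm) and 99 (S phase). With an estimated correlation 0 of the 25 lists passed in camera, where the smallest adjusted p was 0.66. That test has only the 2 residual degrees of freedom, and the BMP list, with an estimated correlation of -0.004, went from an unadjusted p of 0.0703 to 0.18. In the 8 lists that passed with the preset correlation of 0.01, the estimate was higher, from 0.054 (Nodal/Activin) to 0.273 (germ cell). Their preset p-values therefore assume less correlation between genes than was estimated. How much of each lost call is due to correlation and how much to degrees of freedom was not separated. Fry, which tests the members of a list without setting them against other genes, called 0 lists as moving in one direction (smallest adjusted p 0.25, 4 lists unadjusted) and 12 lists as differing in either direction of the members. Elf5, a trophoblast gene, was at 0 in the anterior libraries and at 0.57, 3.18 and 0 in the posterior ones.

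The second comparison asks how far the 3 embryos differ from each other with the domain taken into account. Rbp4, the snoRNAs Snora31 and Snord8, the microRNA gene Mir1192 and the non-coding RNAs Snhg9 and 2210013O21Rik led, and each was listed at 0 in both libraries of embryo C. Snora31 (inside Tpt1) was at 11.20 and 7.25 in anterior A and B and at 8.61 and 9.70 in posterior A and B. Snord8 (inside Chd8) and Mir1192 (inside Klf9) were above 0 in embryo B only, at 10.07 and 8.18 in its anterior and 8.48 and 6.60 in its posterior library. Snhg9 was at 6.61 and 6.60 in anterior A and B and 6.85 and 5.61 in posterior A and B. No gene passed limma's F test after adjustment (smallest adjusted p 0.102), and 302 did at an unadjusted p under 0.05, where chance gives 546. With no filter on low values, and with quantile normalization, 3 genes passed (Rbp4, Snora31 and Snord8), and without embryo A 4 genes did (Snord8, and Snora81, Mir181b-2 and Mir669a-2, chosen after their values were seen).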

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

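The fits without the anterior piece of embryo A, without the posterior piece of embryo C and without small RNA genes, and those without an embryo with an estimated correlation, were chosen after the result was seen, and the estimated correlation was added to the list of alternatives then, though the design named it in advance. Of 1334 alternative values of the 104 genes named by rule 19 had the other sign, in 10 genes, 2 were exactly 0, and 0 of these genes passed limma's adjusted threshold between the domains. Of 425 alternative values of lists 321 kept their call, 40 lost it, 11 gained it and 53 changed direction. The lists of the primitive streak, general epiblast, naive pluripotency, FGF/ERK and glycolysis and hypoxia passed in 14 of 18 settings, all but the 4 with an estimated correlation, Wnt targets and germ cell genes in 12 and Nodal/Activin in 10. With an estimated correlation 0 lists passed (adjusted p 0.66 for the streak list). Absolute depth is unknown, and shares of genes at 0 did not follow relative depth (anterior B 1.41 and 13.6%, anterior C 1.43 and 27.2%). The cause of the changes below was not tested, apart from the fewer samples in fits that leave libraries out.

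With no replicate block limma called 0 genes between the domains (912 higher in the posterior and 119 higher in the anterior domain unadjusted), and 8 lists passed. The block changed no call of a list, and dropping it turned the direction of the retinoic acid list (camera adjusted p 0.85). With no replicate block and without the posterior piece of embryo C, 1 gene was higher in the posterior domain, the snoRNA Snord35b (10.63 in log2, limma adjusted p 0.0215). That fit gave 9 lists, without Nodal/Activin (adjusted p 0.057) and with parietal endoderm (0.016) and ribosomal proteins (0.023), both lower in the posterior domain. Over all libraries each of these 2 had adjusted p = 0.99 with an estimated correlation. It turned the lists of retinoic acid (adjusted p 0.58), immediate early (0.75), G2/M (0.75) and imprinted genes (0.9). It also turned the differences of Snora31 (3), Snord8 (0.89), Rbp4 (0.49), Snhg9 (1.83), Mir1192 (0.57) and 2210013O21Rik (0.83). With no replicate block and without the anterior piece of embryo A, the lists of epithelial adhesion (adjusted p 1), epithelial-mesenchymal transition (0.98), visceral endoderm (0.69), anterior visceral endoderm (1), parietal endoderm (1), retinoic acid (0.75) and G2/M (1) turned, as did T (-0.51), Otx2 (-1.17), Pou3f1 (-0.41), Snora31 (2.48) and Snhg9 (0.85). A mean of at least 5 FPKM turned the definitive endoderm list (0.55). The retinoic acid list also turned with no mean-variance trend (0.96) and with small RNA genes left out (1). Quantile normalization turned Ttr (-0.15). Genes differing among embryos numbered 3 with no filter on low values and 3 with quantile normalization.

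Leaving out each embryo in turn gave 0 to 4 genes differing among embryos. For lists whose direction turned in at least 1 such fit, the camera adjusted p is given over all of these fits, turned or not. It ran from 0.0083 to 1 for anterior epiblast, 0.29 to 1 for epithelial adhesion, 0.27 to 0.95 for epithelial-mesenchymal transition and 0.058 to 0.45 for extraembryonic mesoderm. It ran from 0.11 to 0.72 for definitive endoderm, 6.93e-05 to 0.95 for visceral endoderm, 0.6 to 0.95 for anterior visceral endoderm, 1.31e-08 to 0.95 for parietal endoderm and 0.018 to 0.65 for trophoblast. It ran from 0.91 to 0.99 for retinoic acid, 0.19 to 0.57 for immediate early genes, 0.19 to 0.5 for p53 targets, 0.39 to 0.95 for G2/M and 0.055 to 0.54 for ribosomal proteins. The values under 0.05 among these came from fits that kept the direction. In fits that turned a list the lowest camera adjusted p was 0.068, for visceral endoderm without embryo A. Differences that turned ran from -1.43 to 3.32 for T, -1.55 to 2.44 for Otx2, -1.34 to 2.23 for Pou3f1, -1.99 to 1.8 for Ttr and -1.3 to 1.22 for Snora31. That of Snhg9 ran from -0.49 to 0.12. Snord8 and Mir1192 ran from -0.79 to 0 without turning, since both are at 0 in all libraries of embryos A and C. With an estimated correlation 0 lists passed in these fits, which have 1 residual degree of freedom. The adjusted p of the streak list was 0.79 without embryo A, 0.88 without B and 0.82 without C. The lists that turned had adjusted p of 0.94 to 1 without A, 0.9 to 0.96 without B and 0.82 to 0.85 without C.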

Other observations

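The tests of visceral endoderm cells, of handling stress and of swapped labels were chosen only after the result was seen. Among imprinted genes, 2 non-coding RNAs of the Dlk1-Dio3 locus stood in the posterior libraries and Cdkn1c, a cell cycle inhibitor, in the anterior ones. Rian was at 0.84, 0 and 0 in anterior A, B and C and at 5.26, 3.85 and 3.69 in the posterior libraries, beside Meg3 of the same locus, and both passed adjusted over the list alone. Cdkn1c was at 4.48, 5.45 and 5.57 in the anterior and 2.56, 3.16 and 3.12 in the posterior libraries. Genes of the BMP signalling list, which passed as lower in the posterior domain only without embryo B among the settings run (camera adjusted p 0.012, adjusted p = 0.88 with an estimated correlation), went both ways: the surface ectoderm and amnion factors Tfap2a (5.35, 2.99 and 5.27 against 1.39, 1.12 and 1.44) and Dlx5 (4.73, 5 and 7.23 against 2.28, 3.76 and 2.45) were higher in the anterior library of all 3 embryos. Msx2 (1.78, 2.34 and 1.22 against 3.53, 5.21 and 6.44) and Msx1 (0, 0 and 0.50 against 2.65, 2.55 and 2.71) were higher in the posterior library. Gata3 stood with Tfap2a, at 4.35, 4.84 and 6.82 against 2.79, 4.61 and 4.17. Isl1, of the extraembryonic mesoderm list and not the BMP list, stood with Tfap2a in embryos B and C only (0, 4.98 and 5.48 against 0, 1.02 and 0).

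Trh, the thyrotropin-releasing hormone gene, was listed at 0 in the anterior libraries and at 5.47, 2.97 and 7.77 in the posterior ones, and passed adjusted over the definitive endoderm list alone. Of G2/M genes, the spindle checkpoint gene Mad2l1 and the centromere histone gene Cenpa were higher in the posterior domain of all 3 embryos by 3.23 ± 0.76 and 2.64 ± 0.64 and passed adjusted over the list alone. Vegfa, an angiogenic factor induced by hypoxia, differed by -2.43 ± 0.83. None of the genes named in this and the preceding paragraph passed limma's threshold over all genes (adjusted p 0.282 to 0.648).

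Of the 4 ways to class one piece of each embryo as posterior, the real one gave 876 genes at an unadjusted p under 0.05, and 1 way, the real one, gave as many (highest other 531). The real classing gave 8 lists and 2 of 4 ways, the real one included, gave as many. The other ways gave 8 lists with embryo C swapped, 7 with B and C swapped and 4 with B swapped. Camera with the preset correlation therefore called lists whichever pieces were classed as posterior. For genes differing among embryos the real pairing gave 302, and 5 of 6 pairings gave as many (highest other 576). After adjustment the real pairing gave 0 genes and each other pairing gave 1 to 3. With 4 classings or 6 pairings no share can fall under 0.05.

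Epiblast and pluripotency genes were lower in the anterior domain (adjusted p = 0.66 with an estimated correlation for both lists), and the first explanation weighed was lower detection in its libraries. The 39 genes of the joined general epiblast and naive lists had a median difference of 1.51, at percentile 100 of random lists matched on expression (median 0.39, 95% from -0.01 to 0.84), which argues against detection as the whole cause. A candidate explanation for embryos A and B, for streak genes too, is more visceral or parietal endoderm cells in the anterior piece. Relative to the median gene, visceral endoderm markers were higher there by 1.54 in A and by 0.33 in B. Their unscaled posterior minus anterior means were -0.55 and -0.40, with the median gene at 2.51 in anterior A and 3.50 in posterior A. Rbp4 and Ttr were higher but Spink3 lower there. The parietal endoderm and XEN list stood at 2.47 in anterior and 0.43 in posterior A, and at 1.90 and 0.93 in B. Its unscaled means were -1.05 and -1.04. In embryo C the same explanation for the low streak and Nodal genes is argued against, as 91.7% of detected visceral endoderm markers were lower in the library labelled anterior C. No sort would have removed such cells per the labels. Another list holds 10 of the 29 visceral and 16 of the 30 parietal markers, and 23 and 28 were above 0 in all 3 posterior libraries. A difference between the domains themselves stays open, untested.

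The glycolysis and hypoxia list was higher in the anterior domain (adjusted p = 0.66 with an estimated correlation), where lower detection would give differences like those of matched random lists. Its median of -0.47 lay at percentile 0 of such lists (median 0.36, 95% from 0.01 to 0.76), which argues against detection and scaling. Handling stress cannot be told apart, since the immediate early list lay at percentile 85.2, between the bounds set for the test. Its median of 0.80 was higher in the posterior domain, but within the range of matched random lists (95% from -0.11 to 1.13). The embryo means of that list were 0.93, -0.43 and 1.63 in A, B and C. Visceral endoderm markers, relative to the median gene, were also higher in the anterior piece of embryos A and B, by 1.54 and 0.33. In embryo C their anterior minus posterior difference was -2.12, while the glycolysis and hypoxia list stayed higher in anterior C (posterior minus anterior mean -1.28). More endoderm cells in the anterior piece stay open for A and B, and in C these markers ran the other way. Oxygen supply within the structures may differ between the pieces, which was not tested.

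T was higher in the library labelled anterior C than in posterior C. Swapped labels of the pieces would put the streak genes in the library labelled anterior C and are argued against, as 87% of the other streak members that differed (20 of 23) were higher in the library labelled posterior C, against 88% in embryo A and 76% in B. Other values run as a swap would. Visceral endoderm genes were higher in the posterior library by 22 to 2 in C against 10 to 17 in A and 10 to 19 in B. Parietal endoderm genes were so by 27 to 2 against 8 to 22 in both. The anterior epiblast list stood at 11 to 14 in C against 21 to 5 in A and 20 to 6 in B. For p53 targets it was 6 to 15 against 17 to 6 and 13 to 9. Naive pluripotency (15 to 0 in C) and glycolysis and hypoxia genes (4 to 27) kept the direction of A and B. With C swapped 8 lists passed too. Loss of single transcripts stays possible for the 0 in posterior C. Of 1202 genes near the level of T in posterior A and B, 109 (9.1%) were listed at 0 there. Zeros are common in posterior C, with 20% of all genes in the table at 0, so this share does not single out T. Such loss would leave the 42.5 FPKM in anterior C unexplained, and cells with T there stay open as a biological explanation, untested.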
